A study of Homo sapiens with 3 samples. Its data were reported in "Modeling of lung phenotype of Hermansky–Pudlak syndrome type I using patient-specific iPSCs" (2021).

How the data were processed

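SPC-GFP+ cells were isolated by fluorescence-activated cell sorting on day 14 from AOs that contained iPSC-derived epithelial cells and HFLFs. Per the labels, cDNA was made from 10 ng of RNA per sample with a SMART-Seq v4 kit and 7 rounds of amplification, and libraries were made with Nextera XT. This kit does not mark strand, so reads of overlapping antisense genes cannot be told apart. The submitters' processing notes name fastp, STAR 2.7.3a, RSEM and GRCh38, with no order or role. The authors deposited a table of 60612 genes, in which each estimated count came from their alignment and RSEM quantification, beside a TPM value for each library. These expected counts need not be whole, since reads that map to several genes or isoforms are split between them, and they are not normalized. The deposited TPM values are divided by transcript length and scaled to a fixed sum per library, so a few abundant genes in a library lower the TPM of all its others.

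Counts were rounded to whole numbers and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM factors, the filterByExpr filter, robust dispersion and Benjamini-Hochberg adjustment over all genes tested. An adjusted p under 0.05 was called. The design set replicates 1 and 2 (passage 2) against replicate 3 (passage 3). The standard error of a log2 fold change was its size divided by the square root of the F statistic. It therefore also rests on spread shared over genes, not on the gene's own libraries alone. Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01 on voom values, over lists with at least 5 tested members, and counted by members past the edgeR threshold over all genes and adjusted over the list alone. Levels of lists were medians of log2(TPM + 0.01), the scale the study used for these samples. Alternatives used DESeq2 1.42.0, limma-voom, limma-trend, fry, other normalization, filters and pseudocounts, and the omission of each replicate. Omitting a passage 2 library left 1 library against 1, so that only fold changes and list medians were computed. Gene positions came from GENCODE 29, in which 96.3% of the gene identifiers were found, and transcript length and GC content from the longest GENCODE 29 transcript of each gene. The list members SFTA3 and CCDC39 each had a symbol shared by several entries. The entries ENSG00000229415 and ENSG00000284862 were picked by hand, and the others are not described here.

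Groups, tests, 31 gene lists and the rule for named genes were set before the data were examined. The study's supplementary table of TPM values for lung epithelial markers in these same samples had been read by then, so the choice of marker lists was not blind to them. The named genes were the 15 with the highest mean TPM, the 12 highest and 12 lowest by log2 fold change among genes with an adjusted p under 0.05, a mean TPM of at least 5 and a gap between the passage 3 value and the nearer passage 2 value larger than the difference between the passage 2 values, and members of the fixed lists. Genes of the Y chromosome, XIST and genes known for presence or absence polymorphism were left out of all tables. A few single genes that the rule names, among them a member of a fixed list, are not reported here by name or in the plot of marker TPM, but stay in the counts and list tests. The method was tested on simulated counts for the comparison of passage 3 with passage 2, with 200 of 16519 genes changed in each of 3 draws. It recovered 53.3% of genes changed 2-fold, with a mean of 4.33 false calls, and 87.8% of genes changed 4-fold, with a mean of 11 false calls. The simulated genes were drawn independently at a dispersion trend fitted to the data, which the passage 3 library was given too. The false calls therefore do not measure the error among the calls made in the data. At the depth of 16063307 to 28055551 counts per library, the number of libraries limits the precision more than counting does for abundant genes. Amplified reads without molecular identifiers are not independent molecules, so the limit given for a count of 0 covers counting error only.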

Results

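Gene expression was measured by RNA sequencing in SPC-GFP+ cells sorted from alveolar organoids (AOs). The AOs were grown from an induced pluripotent stem cell (iPSC) line of a healthy donor that carries a GFP reporter for surfactant protein C (SPC, encoded by SFTPC), together with human fetal lung fibroblasts (HFLFs). The series held 1 group of 3 libraries, all collected on day 14 of a passage. Replicates 1 and 2 came from passage 2 and replicate 3 from passage 3. The total estimated count was 16063307 in replicate 1, 26598444 in replicate 2 and 28055551 in replicate 3. The libraries held 14520, 14416 and 14278 genes at a TPM (transcript abundance scaled to a fixed sum per library) of 1 or more. As a check for a library deposited more than once, counts were compared between each pair of libraries, and no pair agreed within counting noise. The chi-square per degree of freedom was 24.5 between replicates 1 and 2, 49.4 between replicates 1 and 3 and 50.5 between replicates 2 and 3. Since amplified reads are not independent molecules, these values do not measure how far the samples differed. The labels did not say that the libraries came from separate cultures. The p-values of single genes therefore rest only on the spread within the pair of libraries in each comparison, which may be technical. With 1 residual degree of freedom per gene, the edgeR test also drew on the spread of other genes. These p-values are thus not a measure of each gene's own spread. The p-values of camera at the preset correlation compare list genes with other genes and treat genes as nearly independent. They do not measure the spread between libraries. Mitochondrially encoded transcripts made up 5.02% of TPM in replicate 1, 2.79% in replicate 2 and 2.4% in replicate 3.

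The first question was which genes the SPC-GFP+ cells of healthy AOs mostly transcribed and which lineage markers they carried. The paper names the series among the AO data that it clustered on lung epithelial markers. The surfactant genes SFTPB and SFTPC were among the 15 most abundant transcripts, while the other surfactant protein genes were lower. SFTPB (ENSG00000168878, chromosome 2, 85657314 to 85668741, GRCh38), which encodes a surfactant protein, had a mean TPM of 8543 ± 3498 (SD, n = 3). SFTPC (ENSG00000168484, chromosome 8, 22156913 to 22164479) had a mean TPM of 6944 ± 4206 (SD, n = 3). Its level was not independent of the sort, because the cells were gated on the reporter of this gene. The actin-binding peptide gene TMSB4X ranked first with 18490 ± 5392 (SD, n = 3), followed by the cytoskeletal actin ACTB. The 15 most abundant genes also held ACTG1, RNASE1, the ferritin genes FTL and FTH1, the elongation factor EEF1A1, GSTP1 and the mitochondrial genes MT-CO1, MT-CO2, MT-CO3 and MT-CYB. Together the 15 genes took 10.1% ± 1.1 of TPM (SD, n = 3), against 5.72% of counts, which do not divide by transcript length.

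All 8 members of the list of AT2 surfactant and lamellar body genes, which are the AT2 markers the study itself examined in AOs, had a TPM of 1 or more in each library. SFTPA2 had TPM values of 55.4, 102 and 11.8 and SFTPD 20.7, 19.7 and 13.1 in replicates 1, 2 and 3. Alveolar type 2 (AT2) cells are the surfactant-producing cells of the alveolus. Among the other AT2 genes, the protease gene PGC had TPM values of 1528, 1671 and 361 in replicates 1, 2 and 3, and the phosphate transporter gene SLC34A2 (NaPi2B) had 164, 259 and 54.6. The median of the AT2 surfactant list lay above that of the alveolar type 1 (AT1) list by 2.56 ± 0.77 on the log2(TPM + 0.01) scale (SD, n = 3) and above that of the fibroblast list by 4.92 ± 1.39 (SD, n = 3), in 3 of 3 libraries each. It lay above the lung progenitor list by only 0.75 ± 1.31 (SD, n = 3), in 2 of 3 libraries, and by -0.51 in replicate 3. It lay above the airway secretory list by 6.78 ± 1.22 (SD, n = 3), but several members of that list were near 0. When only members with a TPM of 1 or more in at least 1 library were kept, the mean difference was 0.96. The AT2 surfactant median then lay below the airway secretory median in replicate 3. Within that list 5 of 12 members had a TPM of 1 or more in each library. SCGB3A2, a secretoglobin, had a mean TPM of 3322 ± 2627 (SD, n = 3), and TFF3 had 1795, 1145 and 2399 in the 3 libraries. The club cell gene SCGB1A1 had 15.9, 11.8 and 18.7, and SCGB3A1 was listed at 0. The AT2 surfactant list lay above the neuroendocrine list by 2.20 ± 2.37 (SD, n = 3), in 2 of 3 libraries, and by -0.38 in replicate 3. The test set for these differences, an exact two-sided sign-flip permutation test over 3 libraries, cannot go below p = 0.25 and so could not pass a threshold of 0.05. No other test of them was run.

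Some markers of other lineages were low or listed at 0, while other members of the same lists were not. A TPM of 1 or more in each library was held by 13 of 13 neuroendocrine and 6 of 12 gut and liver genes. It was held by 3 of 7 MHC class II, 2 of 7 pluripotency and 1 of 7 endothelial genes. The neuroendocrine gene UCHL1 had TPM values of 441, 607 and 686, and the gut and liver gene TTR 222, 261 and 141. The endothelial gene CLDN5 had 48.7, 34.4 and 103. The basal gene KRT5 had TPM values of 0.11, 0.06 and 0, and TP63 had 7.61, 5.29 and 6.67. The ciliated cell regulator FOXJ1 had 15.1, 9.1 and 11.1. The endothelial gene PECAM1, the macrophage gene CD163 and the MHC class II genes HLA-DRA and HLA-DPA1 were listed at 0 in all 3 libraries, as were the pluripotency genes LIN28A and DPPA4. Pan-epithelial genes were abundant, with EPCAM at 927, 952 and 968. The collagen gene COL1A1, a fibroblast marker, had 98.8, 44.3 and 37.4, so that replicate 1 held the highest level of it as well as the highest mitochondrial share. HPS1, the gene mutated in Hermansky-Pudlak syndrome type I, had TPM values of 107, 96.1 and 91.4. The profibrotic cytokine gene IL11 was listed at 0 in all 3 libraries, where a count of 0 allows up to 3 counts per library by counting error alone, and TGFB1 had 2.6, 2.46 and 1.01.

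**Figure D1:**
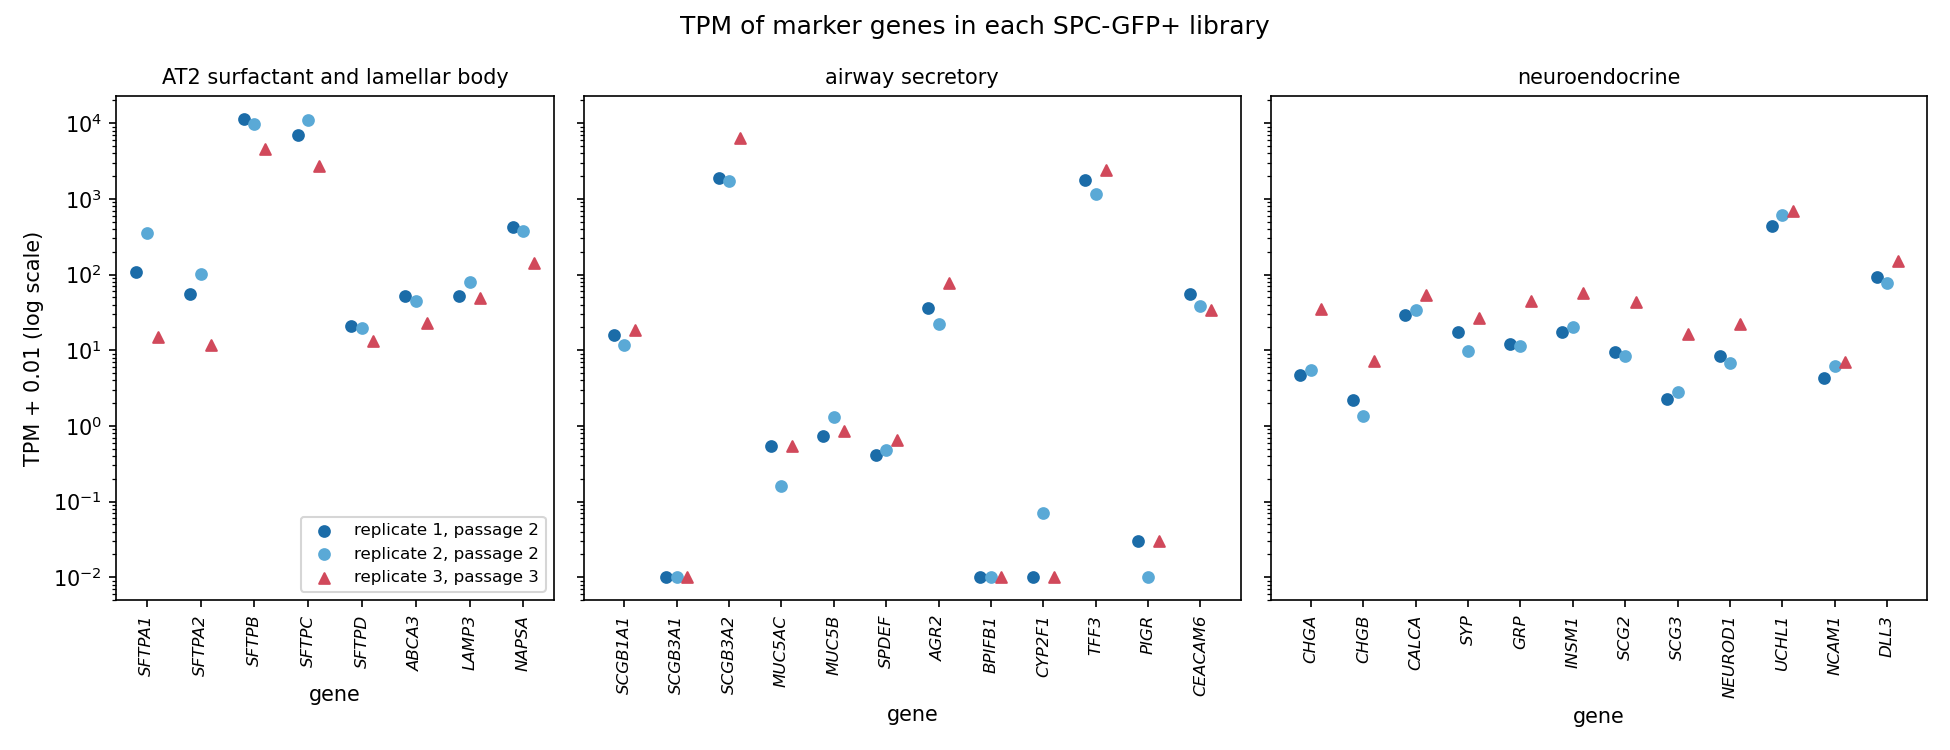
TPM + 0.01 (log scale) of members of the AT2 surfactant, airway secretory and neuroendocrine lists, with 1 point per library (circles, passage 2; triangles, passage 3). SFTPC lies at 6936, 11154 and 2742 and SCGB3A2 at 1869, 1744 and 6355 in replicates 1, 2 and 3.

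The second comparison asked how the passage 3 library differed from the 2 passage 2 libraries. In the passage 3 library 4 of 8 AT2 surfactant genes and 5 of 15 other AT2 genes were lower, and 9 of 13 neuroendocrine genes were higher, while the rest of these lists did not pass the test over all genes. The calls of these 3 lists as wholes were lost with an estimated correlation. That setting rested on 1 residual degree of freedom and had little power to call any list, so the loss decides little. SCGB3A2 (ENSG00000164265, chromosome 5, 147870682 to 147882191) was higher by 2.13 on the log2 scale (SE 0.15, edgeR adjusted p = 3.1e-06), and exceeded SFTPC there, with an SFTPC to SCGB3A2 ratio of 0.432 against 3.71 and 6.4 in the passage 2 libraries. CHGA (ENSG00000100604, chromosome 14, 92923080 to 92935293), which encodes a protein of neuroendocrine secretory granules, was higher by 2.90 (SE 0.24, edgeR adjusted p = 1.08e-05). SFTPC was lower by a log2 change of -1.47 (SE 0.26, edgeR adjusted p = 0.0147), a call that was lost after correction for transcript length and GC content, where the change was -1.63 with a larger error (SE 0.39, edgeR adjusted p = 0.186). Per the labels, cells were passaged 2 or 3 times depending on SPC-GFP expression, so the passage number was itself not independent of the reporter. Of 16519 genes tested, 341 were higher and 144 lower at an adjusted p under 0.05. Passage 3 was represented by 1 library with 1 residual degree of freedom, which was assumed to vary like the passage 2 libraries. Passage cannot be told apart from that library. The TMM factors were near each other, at 0.981, 1.01 and 1.01 in replicates 1, 2 and 3. Without them the median log2 change of all genes was 0.0161, against -0.00705 with them, so the number of calls was sensitive to small changes. DESeq2 called 156 higher and 126 lower, edgeR without normalization factors 175 and 81, edgeR without a filter on low counts 556 and 269, and limma-trend on log2(TPM + 0.01) called 0 genes, with 1780 at an unadjusted p under 0.05.

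Of the 8 AT2 surfactant genes, 4 were lower in the passage 3 library over all genes tested and 5 when adjusted over the list alone, with none higher. These were SFTPB, SFTPC, the lamellar body lipid transporter ABCA3 and the protease NAPSA over all genes, and SFTPA2 over the list alone. SFTPA1 had TPM values of 110, 357 and 14.7 and a log2 change of -4.00 (SE 1.73), which did not pass the test (edgeR adjusted p = 0.637). The list median was -1.26, and camera called the list lower (adjusted p = 2.82e-12), a call that was lost with an estimated correlation (adjusted p = 0.806). Among the 15 other AT2 genes tested, 5 were lower over all genes and 7 when adjusted over the list alone. PGC was lower by a log2 change of -2.01 (SE 0.19, edgeR adjusted p = 5.43e-05), and SLC34A2, the transcription factor ETV5, the lipid transporter MFSD2A and SFTA3 were also lower. CTSH, at 1290, 1556 and 1161 TPM, did not pass the test. This list had a median of -0.78 (camera adjusted p = 8.54e-11, and adjusted p = 0.806 with an estimated correlation). Of 14 lung progenitor genes, 3 were lower over all genes and 8 lower and 1 higher when adjusted over the list alone. The 3 were the lung transcription factor NKX2-1, SOX9 and CPM, the surface marker by which the progenitor cells had been isolated (camera adjusted p = 4.72e-05, and adjusted p = 0.806 with an estimated correlation).

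All 13 neuroendocrine genes had a positive fold change. Of these, 9 were higher over all genes tested and 13 when adjusted over the list alone. The secretory granule genes SCG2 and SCG3 were higher by 2.40 and 2.72 on the log2 scale, the transcription factor INSM1 by 1.67 and the neuropeptide gene GRP by 2.08. CALCA, UCHL1 and NCAM1 were among those that passed only over the list alone. The list median was 1.65 (camera adjusted p = 2.45e-20, and adjusted p = 0.806 with an estimated correlation). In the airway secretory list, 2 of 8 tested genes were higher over all genes and 3 over the list alone, namely SCGB3A2, AGR2 and, over the list alone, TFF3. AGR2 was higher by 1.83 (SE 0.21, edgeR adjusted p = 0.000411). Its list median was 0.91 (camera adjusted p = 1.75e-05, and adjusted p = 0.965 with an estimated correlation), and 1.60 without replicate 1 or 0.61 without replicate 2. AQP5 was the only one of 11 AT1 genes to pass over all genes, with a log2 change of -2.27 (SE 0.36, edgeR adjusted p = 0.00309). Over the list alone CLIC5 was also higher. The AT1 list was not called (camera adjusted p = 0.921).

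**Figure D2:**
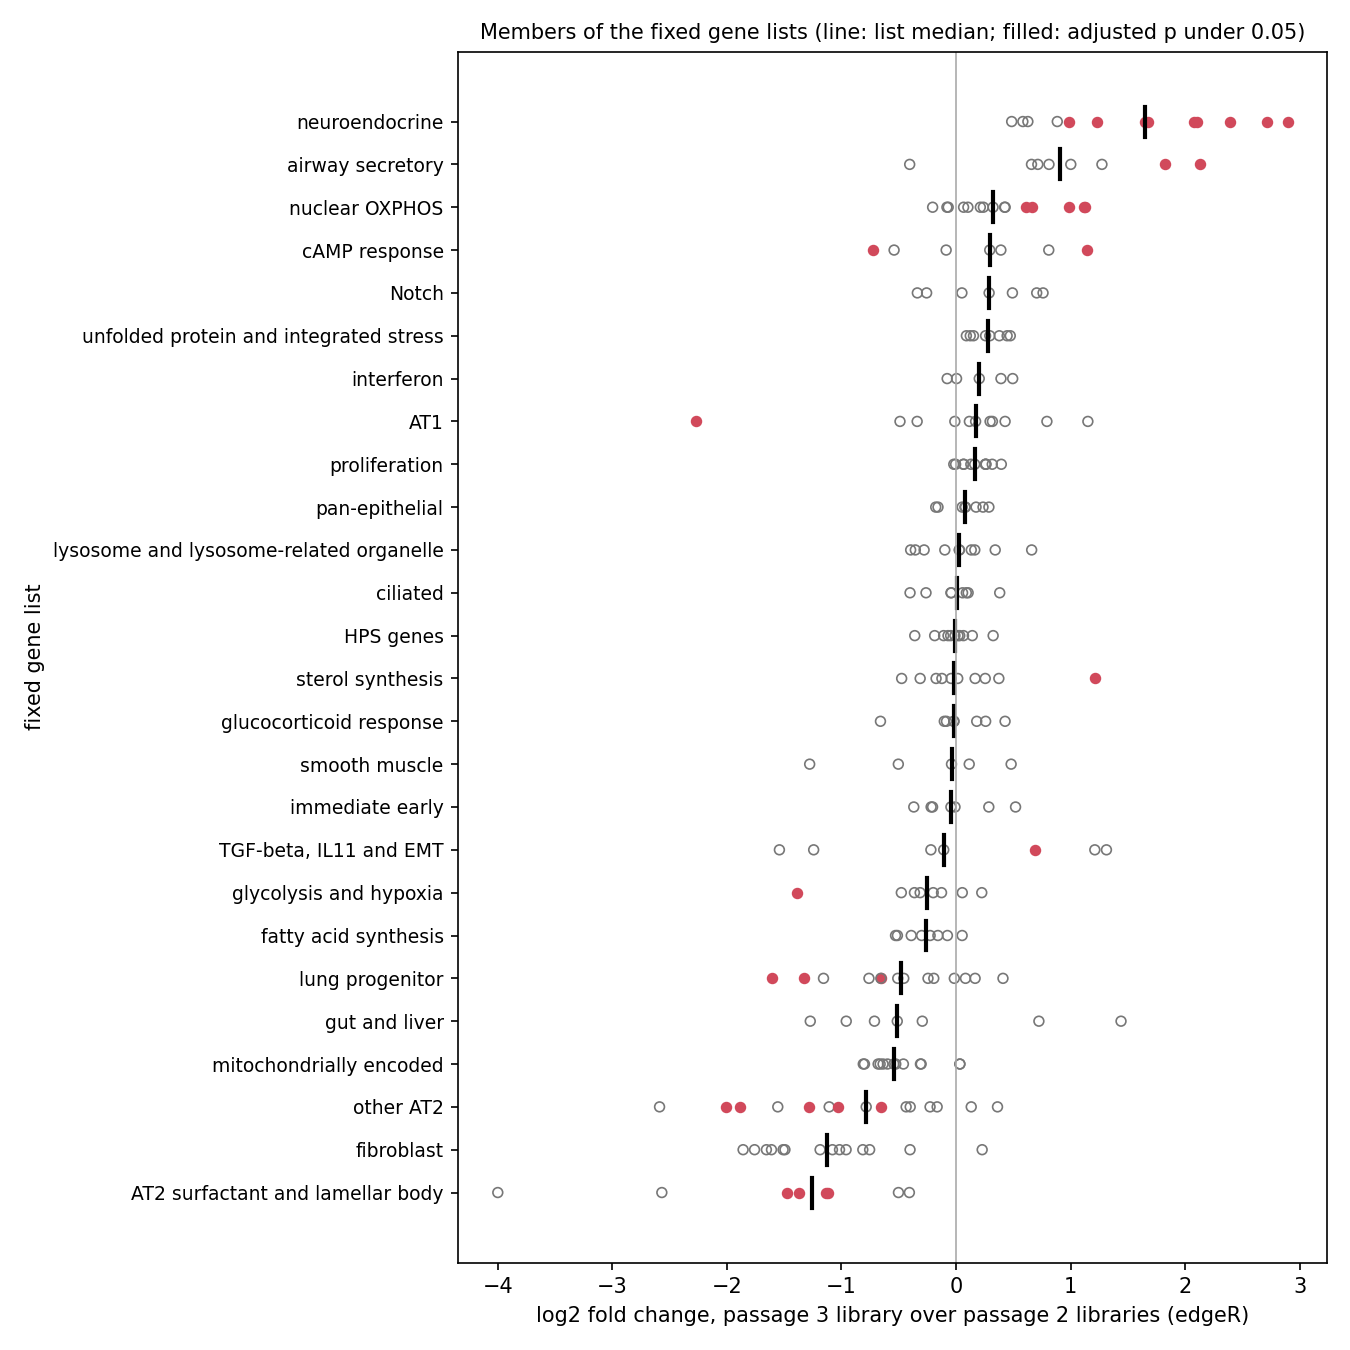
Log2 fold change (edgeR) of the passage 3 library over the 2 passage 2 libraries for each tested member of 26 fixed gene lists. Each circle is a gene (filled, adjusted p under 0.05) and each line a list median, from -1.26 for the AT2 surfactant list to 1.65 for the neuroendocrine list.

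Of the remaining named genes, RAD23B (ENSG00000119318, chromosome 9, 107283137 to 107332194), which takes part in nucleotide excision repair, was higher by 2.88 (SE 0.17, edgeR adjusted p = 4.54e-07), with TPM values of 7.91, 9.55 and 55.9. RETNLB, AMPH, TAGLN3, FAM178B, HEPACAM2 and RGS4 were higher by 3.05, 2.80, 2.50, 2.24, 2.14 and 2.09 on the log2 scale. FMC1-LUC7L2 was also higher, but this readthrough gene shares reads with its 2 parent genes and its value is uncertain. TMEM37, the fibrinogen chain FGG, the carbonic anhydrase CA2, PLPPR1 and the acyl-CoA synthetase ACSL5 were lower, with log2 changes of -2.81, -2.54, -2.34, -2.30 and -2.07. SHISAL2B, CSF3R, EPDR1 and COL8A1 were lower, with changes of -1.94, -1.93, -1.88 and -1.74. Replicate 2 set part of the CA2 change, which was -1.64 without it. Besides limma-trend, which called no gene, at least 1 alternative ended the calls of 6 of these 24 genes with the largest changes. SLC34A2 lost its call after correction for transcript length and GC content (edgeR adjusted p = 0.137), where its log2 change was -1.84 (SE 0.35) against -1.89 (SE 0.26) before, so that the error grew and the change kept its size. The call was also lost for CA2 with limma-voom (adjusted p = 0.105), RETNLB and FAM178B with DESeq2 (adjusted p = 0.167 and 0.404), and SHISAL2B and EPDR1 without normalization factors (edgeR adjusted p = 0.0531 and 0.0535). Of the 36 called members of the fixed lists, 14 lost their call under at least 1 alternative besides limma-trend. These were 2 of 4 in the AT2 surfactant list (SFTPB and SFTPC), 4 of 5 in the other AT2 list, 1 of 9 in the neuroendocrine list, 2 of 3 in the lung progenitor list, 2 of 5 in the nuclear OXPHOS list, CDH2, PDE4D and PPARGC1A.

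Nuclear-encoded oxidative phosphorylation (OXPHOS) genes were higher for 5 of 15 members over all genes and 7 over the list alone. The 5 were NDUFA4, COX4I1, COX5A, COX6C and COX7B, which encode small subunits of respiratory complexes. The list median was 0.32 (camera adjusted p = 4.72e-05, and adjusted p = 0.806 with an estimated correlation) and fell to 0.19 after correction for length and GC content. None of the 13 mitochondrially encoded genes passed the test in edgeR, and their list median of -0.54 (camera adjusted p = 0.000619, and adjusted p = 0.965 with an estimated correlation) was -0.03 without replicate 1. None of the 14 fibroblast genes passed either, and their median of -1.13 (camera adjusted p = 0.000252, and adjusted p = 0.965 with an estimated correlation) was -0.25 without replicate 1. No single member passed in the fatty acid synthesis list (median -0.26, camera adjusted p = 0.0081, and adjusted p = 0.965 with an estimated correlation) or in the list of unfolded protein and integrated stress genes (median 0.28, camera adjusted p = 0.00994, and adjusted p = 0.89 with an estimated correlation). In all, camera called 4 of 26 lists higher and 6 lower, and 0 lists with an estimated correlation.

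The other 16 lists tested were not called by camera. They were AT1 (above), ciliated, pan-epithelial, smooth muscle, gut and liver, proliferation, HPS genes, lysosome, sterol synthesis, TGF-beta with IL11 and EMT, glucocorticoid response, cAMP response, immediate early, interferon, glycolysis and hypoxia, and Notch. Single members passed the test in 4 of these besides AT1. HMGCS1, an enzyme of sterol synthesis, was higher by 1.22, the cadherin CDH2 by 0.69 and the transcriptional coactivator PPARGC1A by 1.15. The phosphodiesterase PDE4D and the hypoxia-responsive ADM had log2 changes of -0.72 and -1.39. When adjusted over the list alone, ATF3 and PDE4B were also higher, by 0.52 and 0.81. TGFB1, ZBTB16 and NR4A1 were then also lower, with log2 changes of -1.24, -0.66 and -0.54. The median, mean and camera direction differed in sign in the ciliated, smooth muscle, lysosome, sterol synthesis and TGF-beta lists. None of 11 HPS genes passed, with HPS1 at -0.11 (SE 0.16, edgeR adjusted p = 0.833). The basal, endothelial, immune, MHC class II and pluripotency lists had fewer than 5 tested members. Among them the receptor KDR and the tight junction gene CLDN5 were higher, by 2.13 and 1.43. Over the list alone VWF, LYZ and POU5F1, all at low TPM, were also higher, by 1.66, 3.09 and 1.84.

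The third comparison asked whether the passage 3 library stood apart from the others more than either passage 2 library did. With edgeR, 485 genes set replicate 3 apart from the other 2 libraries, against 4 for replicate 2 and 0 for replicate 1. At an unadjusted p under 0.05 the counts were 2435, 406 and 558. Each split set 1 library against a pair, and the spread came from that pair alone. For replicates 1 and 2 the pair held replicate 3, and the common dispersion was 0.0535 and 0.0557, against 0.024 for replicate 3, so these counts do not compare the libraries on equal terms. DESeq2 called 19 genes for replicate 1 and 282 for replicate 3. The Pearson correlation of log2 TPM over 15756 genes did not set replicate 3 apart. It was 0.854 between replicates 1 and 2, 0.863 between replicates 1 and 3 and 0.878 between replicates 2 and 3. The Spearman correlation was highest between replicates 1 and 2, at 0.972. It was 0.965 between replicates 1 and 3 and 0.97 between replicates 2 and 3. The 4 genes of replicate 2 were CP, NDRG1, AC008522.1 and AC019117.3, named here because they are few and after their values were seen.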

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

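Thinning the deeper libraries to the lowest total and the correction for length and GC content were chosen after seeing the data; the other alternatives were chosen before. No paired analysis was possible because the series has 1 group. Calls between passage 3 and passage 2 rested on the model of spread, with 1 residual degree of freedom. The estimated correlation of the lists rested on it too. The loss of list calls in that setting, here and above, therefore cannot decide whether the lists differed. Higher and lower genes numbered 175 and 81 without factors beyond library size, 556 and 269 without a filter on low counts, 156 and 126 with DESeq2, and 0 and 0 with limma-trend on log2(TPM + 0.01), where 1780 genes had an unadjusted p under 0.05; the cause was not tested. All 485 genes called by edgeR kept their direction in that limma-trend fit. Of the calls, 70.3% were higher in the main test and 55.3% with DESeq2. The numbers of lists called higher and lower were 0 and 0 with an estimated correlation, and 0 and 0 with fry, which tests a list on its own and not against other genes. With an estimated correlation the adjusted p was 0.806 for the AT2 surfactant, other AT2, neuroendocrine, lung progenitor and nuclear OXPHOS lists, 0.965 for the airway secretory, fibroblast, fatty acid synthesis and mitochondrially encoded lists and 0.89 for the unfolded protein and integrated stress list. With fry the adjusted p was 0.455 for AT2 surfactant, 0.6004 for other AT2, 0.677 for airway secretory, 0.299 for neuroendocrine, 0.315 for lung progenitor and for nuclear OXPHOS, 0.868 for fibroblast and for mitochondrially encoded, 0.75 for fatty acid synthesis and 0.224 for unfolded protein and integrated stress genes. After length and GC correction the fatty acid synthesis list had an adjusted p of 0.059, and the medians of the nuclear OXPHOS and the stress lists were 0.19 and 0.20. Without replicate 1 or 2, list medians ranged from -1.26 to -1.12 for AT2 surfactant, from -0.75 to -0.53 for other AT2, from 1.46 to 1.62 for neuroendocrine, from 0.61 to 1.60 for airway secretory, from -1.72 to -0.25 for fibroblast and from -0.92 to -0.03 for mitochondrially encoded genes. DESeq2 set 19 genes of replicate 1 and 282 of replicate 3 apart; without factors these were 0 for replicate 2 and 256 for replicate 3. The AT2 surfactant list lay above the airway secretory list by 5.54 with a pseudocount of 1, where the larger constant raises low members, and by 0.96 with members at a TPM of 1 or more, where members near 0 no longer set the median. The 15 most abundant genes took 5.72% of counts. For the 24 genes with the largest changes and the other called members of fixed lists, 53 genes in all, 476 of 582 values under alternatives kept their side of the threshold or moved by less than the spread, 85 lost the call, 21 moved and 0 reversed. Length and GC correction ended the calls of ETV5 (log2 change -1.25, SE 0.26, from -1.28, SE 0.23), SOX9 (-1.56, SE 0.39, from -1.60, SE 0.36) and COX5A (0.46, SE 0.12, from 0.66, SE 0.15), besides SFTPC and SLC34A2; for COX5A the change became smaller, and for the other 4 genes the error grew. Of 182 other differences between list levels, 159 moved by less than the spread between libraries and 23 by more. The sign changed in 6 cases over 4 lists, each with a main difference smaller than its SD. The AT2 surfactant list minus the other AT2 list was -0.15 and became 1.496 with CPM in place of TPM and 0.06 without replicate 1; minus nuclear OXPHOS it was -1.09 and became 0.49 with CPM. Minus sterol synthesis it was -0.05, and 0.05 and 0.50 without replicates 1 and 3, and minus fatty acid synthesis it was -0.46, and 0.06 without replicate 3.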

Other observations

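The tests of the share of AT2 cells, of the splits of the libraries, of short transcripts within the OXPHOS list, of matched random lists and of replicate 1 were chosen only after the results were seen. Ribosomal protein genes were described in no comparison above. The 76 such genes with a mean TPM of 50 or more had a median log2 fold change of 0.58 in the passage 3 library, and 0.47 after correction for length and GC content. Among genes at that level, the median was 0.56 for 194 genes whose longest transcript was under 1000 nt and -0.09 for 204 genes over 8000 nt.

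The 9 neuroendocrine genes called higher and the 4 AT2 surfactant and 5 other AT2 genes called lower in the passage 3 library were weighed first; the calls of their lists were lost with an estimated correlation (adjusted p = 0.806), and 7 of these 18 genes lost their own call under at least 1 alternative besides limma-trend. A difference in depth is argued against by the 517 genes called after the deeper libraries were thinned. Length and GC trends are argued against as the whole cause, since after length and GC correction the gap between the neuroendocrine and AT2 surfactant medians was 2.78, against 2.91 before. A lower share of AT2 cells alone would raise other lineages alike only if the AT2 cells did not transcribe the genes of those lists themselves. Whether they did was not tested. The neuroendocrine median exceeded that of the AT1 and ciliated genes by 1.56 (permutation test over genes, which are not independent replicates, p = 4e-05). The airway secretory list, left out of that test, also had a higher median, at 0.91. The neuroendocrine list was compared after it was seen to have the highest median of the 26 tested lists. This p-value therefore cannot decide whether a lower share of AT2 cells was the whole cause. More neuroendocrine cells in the sorted fraction, or a shift of expression within the sorted cells, may each account for the higher neuroendocrine genes. Neither was tested, and the sort on SPC-GFP would be expected to limit the first. Of the 3 splits of the libraries 1 called as many genes (485, against 4 for the highest other), too few splits for a share under 0.05, and the other splits took their spread from a pair that held replicate 3. Passage, the single library and the choice of passage by SPC-GFP expression cannot be told apart.

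Higher nuclear OXPHOS genes may be part of a wider rise of short, abundant transcripts. The list median of 0.32 lay at the 94.7th percentile of 10000 random lists matched on transcript length and mean TPM. This was just inside the bound of 95, which was set after the results were seen. The matched lists had a median of 0.16, so the OXPHOS list rose more than most of them. A value so near the bound neither backs nor excludes the explanation for the OXPHOS list. The median after length and GC correction was 0.19; a bound written beforehand would have counted this as excluding such trends, but it was within 1 bootstrap SE (0.13) of the bound, and the correction left short transcripts high (0.31 under 1000 nt), so the reading was changed after the value was seen and the explanation left open. Shorter members did not rise more than longer ones (difference -0.00828, bootstrap SE 0.30, exact permutation p = 0.953 over genes), which decides nothing at that spread; the bound for this test was also rewritten after its first value was seen. No biological explanation was tested.

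Fibroblast and mitochondrially encoded genes, both called lower by camera with none of their members called, may reflect replicate 1 alone. Without replicate 1 the medians were -0.248 and -0.03, against -1.13 and -0.54 with it. HFLFs were present in the AOs, and the sort on SPC-GFP selects against them. The pattern was found and tested on the same libraries, so this remains a hypothesis, and no biological explanation was tested.

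RAD23B had the lowest adjusted p of the single genes whose edgeR test is printed above, and no fixed list holds it. SFTPA1 had TPM values of 110, 357 and 14.7, so its ratio to SFTPB varied between libraries, with SFTPB over SFTPA1 at 103, 27.4 and 312.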
